A study of Homo sapiens with 32 samples.

How the data were processed

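The data were ChIP-seq samples of HEK293T cells carrying a dTAG degron on ZNF143, in 10 groups taken from the sample titles: untreated cells and cells given 50 nM dTAGV-1 for 30 minutes, with antibodies against the HA tag on ZNF143, SP1, NRF1 and YY1, or in a mock precipitation. Groups held 4 samples each for SP1, NRF1 and YY1, and 2 each for ZNF143 and the mock.

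The authors' deposited files used here were 4 lists of peak summits, 1 per antibody, each line holding a 1-bp position, a peak name and a score. Per the labels, the SP1 list belongs to the untreated and the treated SP1 samples alike and the ZNF143 list to the untreated and the treated ZNF143 samples alike. The labels' descriptions of the NRF1 and YY1 samples name no list, and theirs were taken from the antibody in the file names. From the values and the layout, column 5 of the deposited lists is the −log10 of a p-value or q-value as a peak caller of the MACS type writes it, and which of the 2 is not stated. The lowest value lies just above 2 in each list, as a cutoff of 0.01 would give. The peak caller, the aligner and the filters are not stated in the labels. Contig names and coordinates fit hg38 with alternate contigs. Treated and untreated samples were not compared, since the lists give no value per sample or treatment. Signal tracks and a list for the mock samples were not analysed here. Read depth per sample is unknown from the lists, and both the scores and the length of a list grow with it. Scores were compared only within a list. Shares of summits were compared between lists of different lengths, with equal list lengths as an alternative for co-occurrence, promoters, location and the small RNA genes.

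The numbering of the peaks shows how far each list was filtered after calling. No number is missing up to 13582 in the ZNF143 list, which keeps the mitochondrial sequence and other contigs. The SP1 list skips 1315 numbers, and holds only chromosomes 1 to 22, X and Y. The NRF1 list skips 1380 and the YY1 list 11467 numbers, at other contigs and also in runs beside centromeres. Runs of at least 10 consecutive skipped numbers within a chromosome of the NRF1 or YY1 list marked 44 regions with a total of 142 Mb, which held 582 ZNF143 summits (3.60%). Regions removed at the start or end of a chromosome are not found this way. These regions still held 29 NRF1 and 129 YY1 summits, and other NRF1 or YY1 partners of ZNF143 and SP1 summits there can be missing.

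Positions were compared with the hg38 sequence and the GENCODE 44 annotation. Analyses used summits on chromosomes 1 to 22 and X. Co-occurrence was the share of summits of a list with a summit of another list within 100 bp, and its background was the mean over 100 seeded shifts of every summit by 5 to 50 kb in either direction. Promoters were 500 bp either side of the 5′ end of each protein-coding gene, with overlapping windows merged into 18170. Consensus sequences of ZNF143, SP1, NRF1, YY1 and CTCF were searched on both strands with 0 mismatches, lying wholly within 50 bp of the summit, and in windows of the same size 400 bp to either side. A copy of the ZNF143 consensus in a promoter was occupied if a ZNF143 summit lay within 50 bp, and near another factor if a summit of that factor lay within 250 bp. Small RNA genes were matched to the annotation by name, 33 of 36, and each gene's highest-scoring summit within 500 bp gave its offset.

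Pairs of factors at promoters, promoter location between lists, occupied copies and the small RNA genes were tested with two-sided Fisher's exact tests, and the consensus at summits with exact McNemar tests against 1 flank drawn at random per summit. Scores were compared by two-sided permutation tests with 100000 resamples on differences of medians or on Spearman's rho. Adjustment was by the Benjamini-Hochberg method within each family, 6 pairs of factors, 20 pairs of consensus and list, 4 lists or 3 factors, with a threshold of 0.05. A p-value under 1e-290 is given as below that value. Shares carry Wilson 95% intervals. Summits, promoters and genes are not biological replicates, and a small p-value says only that positions in these lists are not arranged at random. Neighbouring summits of a peak are not independent: 31.6% of ZNF143, 55.7% of SP1, 59.7% of NRF1 and 58.6% of YY1 summits shared a peak with another summit.

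The tests, the alternatives, the consensus sequences and the small RNA list were fixed before the data were examined. The rule for named positions, fixed then too, took the 5 highest ZNF143 scores, the 3 highest further than 10 kb from any protein-coding 5′ end, the promoters of the 4 factors' own genes, and up to 5 small RNA genes in order of score. Alternatives changed the distances (50 and 250 bp for co-occurrence, 250 and 1000 bp for promoters, 25 and 100 bp for the consensus, 100 bp for occupied copies), the flanks (1000 bp away), the shifts (50 to 500 kb) and the mismatches (1). They also kept the top 50% of each list by score, equal numbers of top-scoring summits, merged summits within 100 bp, the 5′ ends of all annotated genes, promoters with another factor, promoter or other summits separately, strata of CpG content, or other contigs. After the data were seen, 4 more were added: leaving out the 44 regions, keeping 1 gene per set of near-identical small RNA genes (30 of 33), a ZNF143 sequence found in the data, and shorter lists for the CTCF consensus at YY1 against ZNF143 summits. The closing section gives their effect.

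The statistics were tested on simulated data with known answers. A planted share of 30.0% shared summits among 2000 came back as 30.7%, a planted consensus share of 20.6% as 20.9%, a planted difference of medians of 3 as 3.17 and a planted odds ratio of 20.0 as 19.7. Among 200 simulations each with no effect, 3.5% of consensus tests, 6.5% of rank tests and 3.0% of median tests gave p under 0.05. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9 and samtools 1.23.1.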

Results

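Chromatin immunoprecipitation followed by sequencing (ChIP-seq) locates a protein on DNA: chromatin is crosslinked and sheared, fragments bound by the protein are recovered with an antibody, and their DNA is sequenced. The samples came from HEK293T, an established human embryonic kidney cell line, in a clone whose ZNF143 protein carries a dTAG degron. A degron is a domain that lets a small molecule, here dTAGV-1, send the fused protein to the proteasome. The 32 samples fell into 10 groups, untreated cells and cells given 50 nM dTAGV-1 for 30 minutes for each of 4 antibodies and a mock precipitation. SP1, NRF1 (Nrf1 in the labels) and YY1 had 4 untreated and 4 treated samples each. ZNF143, recovered through an HA epitope on the fused protein, and the mock precipitation had 2 untreated and 2 treated samples each.

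The measurements were 4 lists of peak summits, the positions of highest signal within called peaks, with 1 list per antibody. Per the labels, the SP1 and ZNF143 lists stood for untreated and treated samples alike, and which samples entered the NRF1 and YY1 lists was not stated. No list gave a value per sample or treatment, and binding in treated cells was not compared with binding in untreated cells. The lists held no read counts, so the depth of each sample was unknown. No list of the mock samples was analysed here, and the background was measured at shifted positions and in flanking sequence. Intervals given with shares are Wilson 95% intervals and cover counting error among summits, promoters or genes, which are not replicates.

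The ZNF143 list held 16600 summits in 13582 peaks, and 16165 of the summits lay on chromosomes 1 to 22 and X. The SP1 list held 126275 summits (126181 on those chromosomes), the NRF1 list 39194 (39180) and the YY1 list 106658 (106578). Each summit carried the authors' score, a −log10 p-value or q-value that rises with depth and is comparable only within its list. The lowest score was 2.00 in every list, and the medians were 12.96 for ZNF143, 14.05 for SP1, 6.16 for NRF1 and 15.0 for YY1.

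The first comparison asked how often ZNF143 sites were shared with the other factors. An SP1 summit lay within 100 bp of 8700 of the 16165 ZNF143 summits (53.8%, interval 53.1 to 54.6). An NRF1 summit lay within that distance of 4739 (29.3%, 28.6 to 30.0) and a YY1 summit of 8241 (50.98%, 50.2 to 51.8). When the ZNF143 summits were shifted by 5 to 50 kb, 100 times, the shares were 2.11% ± 0.0962 (SD over shifts) for SP1, 0.749% ± 0.0749 for NRF1 and 1.74% ± 0.113 for YY1. Observed shares were therefore 25.5, 39.2 and 29.3 times the shifted ones. The alternative that moved these ratios most kept the same number of top-scoring summits in each list, and gave 102 for SP1 and 110.02 for YY1, while for NRF1 the top 50% of each list by score moved it most, to 75.7. Of the ZNF143 summits, 4544 (28.1%) had no other list's summit within 100 bp, 4214 (26.1%) had a summit of 1 other list, 4755 (29.4%) of 2 and 2652 (16.4%) of all 3.

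**Figure D1:**
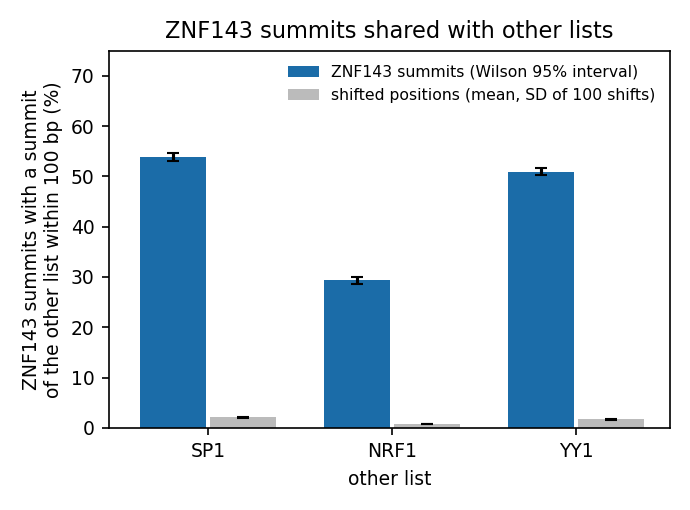
Percent of the 16165 ZNF143 summits with an SP1, NRF1 or YY1 summit within 100 bp (coloured bars, Wilson 95% intervals) and percent after shifting the ZNF143 summits (grey bars, mean and SD of 100 shifts). The observed shares were 53.8, 29.3 and 50.98%, against 2.11, 0.749 and 1.74% at shifted positions.

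ZNF143 summits with an NRF1 summit within 100 bp had a median ZNF143 score of 18.1, against 11.6 for those without (difference 6.42, two-sided permutation test, adjusted p = 1.5e-05, n = 4739 and 11426). With and without SP1 the medians were 15.5 and 10.6 (difference 4.86, permutation test, adjusted p = 1.5e-05, n = 8700 and 7465). The permutation p before adjustment over the 3 comparisons was 1e-05 for both, the smallest that 100000 resamples can give. With and without YY1 the medians were 13.8 and 12.5 (difference 1.22, permutation test, p = 0.00897 before and after adjustment, n = 8241 and 7924). The median did not rise steadily with the number of other lists that had a summit within 100 bp: it was 12.93 with 0 other lists, 9.42 with 1, 13.8 with 2 and 23.6 with 3. These 4 medians were not tested. The score ranges overlapped widely, with quartiles of 6.95 and 257.9 with NRF1 and of 5.28 and 48.4 without it. In the top 50% of each list by score the NRF1 difference was 96.9, the largest move. Counting summits within 250 bp as shared reversed the differences for SP1 (−1.49) and YY1 (−2.20) and left the NRF1 difference at 1.28. Without the regions that the NRF1 or YY1 numbering skips, the YY1 difference was 0.0163 and no longer passed the threshold of 0.05.

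Occupancy was next compared promoter by promoter, over 18170 merged windows of 500 bp either side of the 5′ end of 19970 protein-coding genes. ZNF143 had a summit in 5321 promoters (29.3%, interval 28.6 to 30.0), SP1 in 10350 (57.0%, 56.2 to 57.7), NRF1 in 8362 (46.0%, 45.3 to 46.7) and YY1 in 10114 (55.7%, 54.9 to 56.4). Of the promoters with ZNF143, 5216 also had SP1 and 105 did not, an odds ratio of 74.6 (95% confidence interval 61.3 to 90.8). The odds ratio was 26.4 (23.8 to 29.2) for ZNF143 with NRF1 and 64.3 (53.8 to 76.8) for ZNF143 with YY1. For the pairs without ZNF143 it was 95.6 (84.1 to 108.6) for SP1 with NRF1, 225 (199 to 254) for SP1 with YY1 and 103 (91.0 to 117) for NRF1 with YY1. The order of the pairs depended on the setting, and with equal list lengths ZNF143 with YY1 (30.4) lay above SP1 with YY1 (25.9). Adjusted p was below 1e-290 in all 6 two-sided Fisher's exact tests. For the ZNF143 pairs, restricting the comparison to promoters that held a factor outside the pair gave the lowest odds ratios of the alternatives. These were 7.53 with SP1, 6.61 with NRF1 and 8.05 with YY1. Windows of 1000 bp either side gave the highest, 188 with SP1, 35.8 with NRF1 and 87.7 with YY1.

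ZNF143 summits lay within 500 bp of a protein-coding 5′ end in 6144 of 16165 cases (38.01%, interval 37.3 to 38.8), 25.1 times the 1.51% ± 0.0919 (SD) at shifted positions. The share was 9.83% (9.66 to 9.99) for SP1, 27.3% (26.9 to 27.8) for NRF1 and 13.4% (13.2 to 13.6) for YY1, or 10.1, 19.9 and 12.5 times their shifted shares. As odds ratios of ZNF143 against each list, the difference was 5.63 (95% interval 5.42 to 5.84) for SP1, 1.63 (1.57 to 1.70) for NRF1 and 3.96 (3.82 to 4.11) for YY1. Fisher's exact test gave an adjusted p of 1.57e-133 against NRF1 and below 1e-290 against the others. The lists differ in length, and the promoter share was highest in the top decile of score in each of them. With an equal number of top-scoring summits in each list, the odds ratio was 1.08 against SP1, 0.673 against NRF1 and 0.757 against YY1. The higher promoter share of ZNF143 against NRF1 and YY1 was thus reversed at equal list length, and against NRF1 it was also reversed in the top 50% of each list (0.929).

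The next comparison asked whether the summits carried each factor's DNA consensus, written in bases where N is any base, M is A or C, S is C or G, Y is C or T, K is G or T and R is A or G. The ZNF143 consensus CCCANMATSC lay within 50 bp of 1206 of 16165 ZNF143 summits (7.46%, interval 7.07 to 7.88). Windows of the same size 400 bp away held it in 0.517% of cases, a ratio of 14.4 (exact McNemar test, two-sided, adjusted p = 1.64e-266 over 20 tests). The SP1 consensus KGGGCGGRR was found at 4.01% of SP1 summits (3.91 to 4.12), 2.42 times the flanks. The NRF1 consensus GCGCANGCGC was found at 5.49% of NRF1 summits (5.27 to 5.72), 51.2 times the flanks. The YY1 consensus AANATGGCG was found at 2.52% of YY1 summits (2.43 to 2.62), 9.14 times the flanks. The exact McNemar test gave an adjusted p below 1e-290 for these 3. Of the alternatives fixed in advance, allowing 1 mismatch moved the ZNF143 ratio most, to 2.65.

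**Figure D2:**
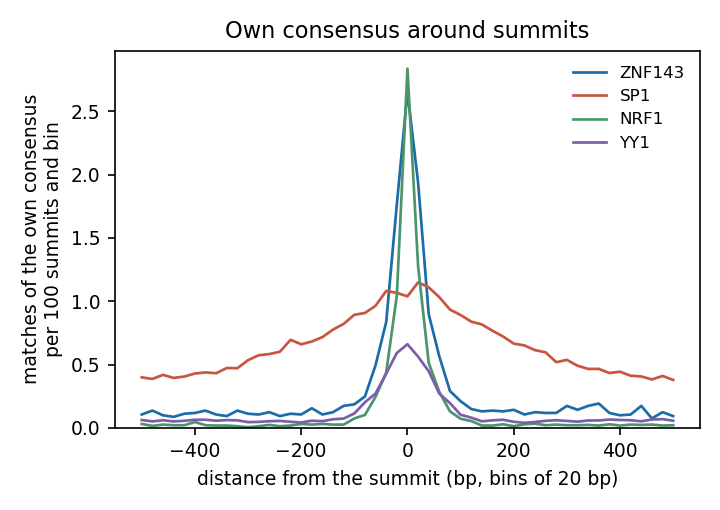
Matches of each factor's own consensus per 100 summits in bins of 20 bp (vertical axis) against distance from the summit in bp (horizontal axis), 1 line per list. All 4 lines peak in a bin centred at most 20 bp from the summit, at 2.65 matches for ZNF143, 1.15 for SP1, 2.84 for NRF1 and 0.661 for YY1.

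ZNF143 summits also held the other factors' consensus more often than their flanks, by 1.50 times for SP1, 3.14 for NRF1 and 4.01 for YY1 (exact McNemar tests, adjusted p = 6.99e-17, 2.52e-19 and 4.01e-36). In the converse direction the ZNF143 consensus was at 0.486% of SP1, 0.579% of NRF1 and 0.558% of YY1 summits, 1.04, 1.09 and 1.12 times the flanks. None of these 3 differences passed the exact McNemar test (adjusted p = 0.603, 0.328 and 0.119). In summits within 500 bp of a 5′ end alone, the ZNF143 consensus was 2.08 times the flanks at SP1, 1.54 times at NRF1 and 2.00 times at YY1 summits, all 3 past the threshold of 0.05. In the top 50% of each list by score the ratios were 1.27, 1.33 and 1.23, and these passed as well. Others passed in the opposite direction, with 0.918 at SP1 summits further than 500 bp from a 5′ end. With 1 mismatch, SP1 (0.929) and NRF1 (0.864) summits also passed in that direction, while YY1 summits passed upward (1.03). Within 100 bp of the summit, NRF1 (1.05) and YY1 (1.11) summits passed upward and SP1 summits (1.02) did not pass.

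CTCF, a protein to which none of the antibodies was directed, was included for comparison through its consensus CCASYAGRKGGC. It lay within 50 bp of 72 of 16165 ZNF143 summits (0.445%, interval 0.354 to 0.560), 7.58 times the flanks (exact McNemar test, adjusted p = 1.57e-12). The share was 1.13% (1.07 to 1.19) at SP1 summits, 0.684% (0.607 to 0.771) at NRF1 summits and 2.29% (2.20 to 2.38) at YY1 summits, or 18.9, 5.76 and 36.1 times the flanks. At ZNF143 summits within 500 bp of a 5′ end the ratio was 1.67 and no longer passed the threshold. It was lower near 5′ ends in the other lists too. At NRF1 summits it was 2.77 and no longer passed (exact McNemar test, adjusted p = 0.0509), while at SP1 (5.54) and YY1 (7.08) summits it still passed.

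Within each list, the score and the presence of the factor's own consensus were related across summits, which are not independent replicates. Spearman's rho was 0.195 for ZNF143 (n = 16165), 0.192 for SP1 (n = 126181), 0.375 for NRF1 (n = 39180) and 0.0846 for YY1 (n = 106578). The permutation p was 1e-05 for each, before and after adjustment over the 4 lists, the smallest that 100000 resamples can give. Allowing 1 mismatch moved rho most for NRF1, to 0.544. By deciles of score, the ZNF143 consensus was at 15.4% (13.7 to 17.2) of the summits in the highest decile and at 0.804% (0.471 to 1.37) in the lowest. The NRF1 consensus fell from 49.7% (48.2 to 51.3) in the highest decile to 4.24% (3.65 to 4.91) in the next. The YY1 consensus fell from 9.04% (8.51 to 9.60) to 1.26% (1.06 to 1.49) in the next decile and rose again to 2.91% (2.61 to 3.25) in decile 6. The CTCF consensus was at 0 of 1617 summits in the highest ZNF143 decile, with an upper Wilson limit of 0.237%, and reached 5.10% (4.70 to 5.54) in decile 5 of the YY1 list.

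**Figure D3:**
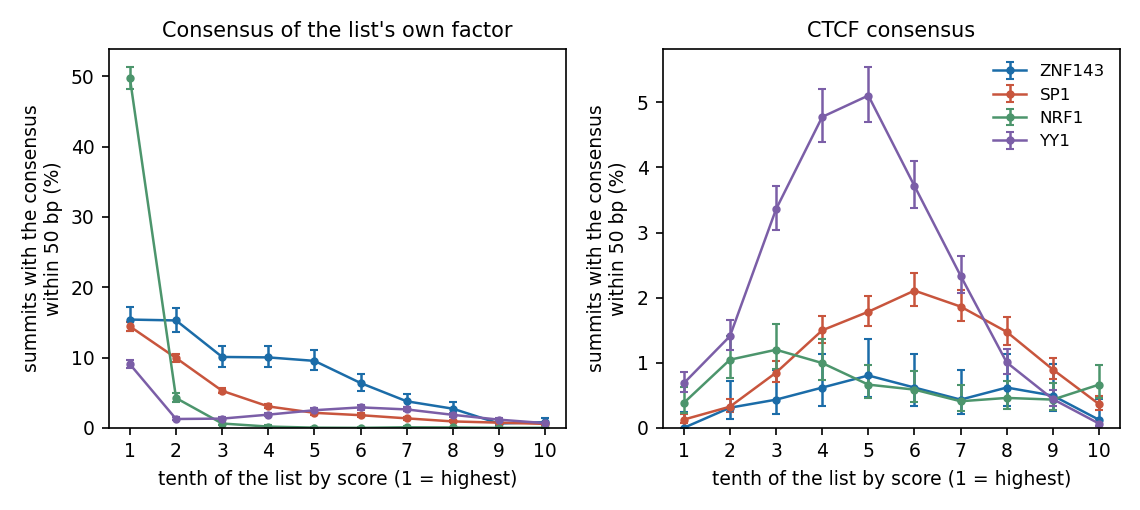
Percent of summits with the factor's own consensus (first panel) and with the CTCF consensus (second panel) within 50 bp, by decile of the list's score (1 is the highest), 1 line per list with Wilson 95% intervals. Own consensus is highest in decile 1 for every list (15.4% for ZNF143, 49.7% for NRF1), while the CTCF consensus is highest in the middle deciles of the YY1 list (5.10%).

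The converse question was how many copies of the ZNF143 consensus in promoters were occupied. Of 1297 copies, 284 lay within 50 bp of a ZNF143 summit (21.9%, interval 19.7 to 24.2). Among the 475 copies with an SP1 summit within 250 bp, 51.2% (46.7 to 55.6) were occupied, against 4.99% (3.70 to 6.70) of the 822 without, an odds ratio of 20.0 (95% interval 13.9 to 28.7). For NRF1 the shares were 53.7% (48.7 to 58.5) of 395 and 7.98% (6.39 to 9.93) of 902, an odds ratio of 13.4 (9.78 to 18.2). For YY1 they were 48.5% (44.3 to 52.9) of 515 and 4.35% (3.13 to 6.01) of 782, an odds ratio of 20.8 (14.1 to 30.5). Two-sided Fisher's exact tests adjusted over the 3 comparisons gave p = 1.14e-83, 2.09e-70 and 5.96e-82. Counting copies within 100 bp of a ZNF143 summit as occupied gave the highest odds ratios, 23.4, 16.2 and 24.6, and allowing 1 mismatch lowered the occupied share to 6.36%.

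ZNF143 is known from small nuclear RNA and selenocysteine tRNA genes, and a list of 36 small RNA gene names was fixed in advance, of which 33 matched the annotation. The names without a match were RNY5, TRU-TCA1-1 and TRNAU1, so no selenocysteine tRNA gene was tested. A ZNF143 summit lay within 500 bp of the 5′ end of 30 of the 33 genes (90.9%), against 29.3% of the protein-coding promoters (odds ratio 24.1, 95% interval 7.37 to 79.2, Fisher's exact test, p = 8.49e-13 adjusted over the list alone). SP1 was present at all 33 genes (odds ratio 50.6, 3.10 to 826, with 0.5 added to each cell because of the empty one), NRF1 at 31 (18.2, 4.35 to 76.0) and YY1 at 32 (25.5, 3.48 to 187). Their exact p-values, adjusted over the list alone, were 1.27e-08, 1.27e-08 and 1.36e-07. YY1 was missing at RNU2-1, and NRF1 at RNU2-1 and RNU6ATAC. Leaving out the regions skipped in the NRF1 or YY1 numbering lowered the odds ratios of ZNF143 to 17.6 and SP1 to 24.4. Those of NRF1 (18.2) and YY1 (25.5) stayed, so the gene lost there was RNU2-1. The missing NRF1 and YY1 summits at RNU2-1 may thus come from the filtering. The alternative that moved the ZNF143 odds ratio most was the top 50% of each list by score, at 33.8. The highest ZNF143 scores in the list were at RNY1 (score 13145, −119 bp from the 5′ end, chromosome 7, position 148987367), RNY4 (11668, −126 bp), RNU5B-1 (9662, −145 bp), RNU6-2 (8548, −135 bp) and RNU6-8 (8276, −140 bp).

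The highest-scoring ZNF143 summit of the 30 genes lay at a median of −133 bp from the 5′ end, with quartiles of −139 and −122.5 bp. At 6323 protein-coding genes the median was −19 bp, with quartiles of −112 and 107 bp. Between 150 and 110 bp upstream lay 22 of the 30 small RNA summits (73.3%) and 399 of the 6323 protein-coding ones (6.31%). This window was chosen after the offsets at the small RNA genes were seen, so the contrast describes them and tests nothing.

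**Figure D4:**
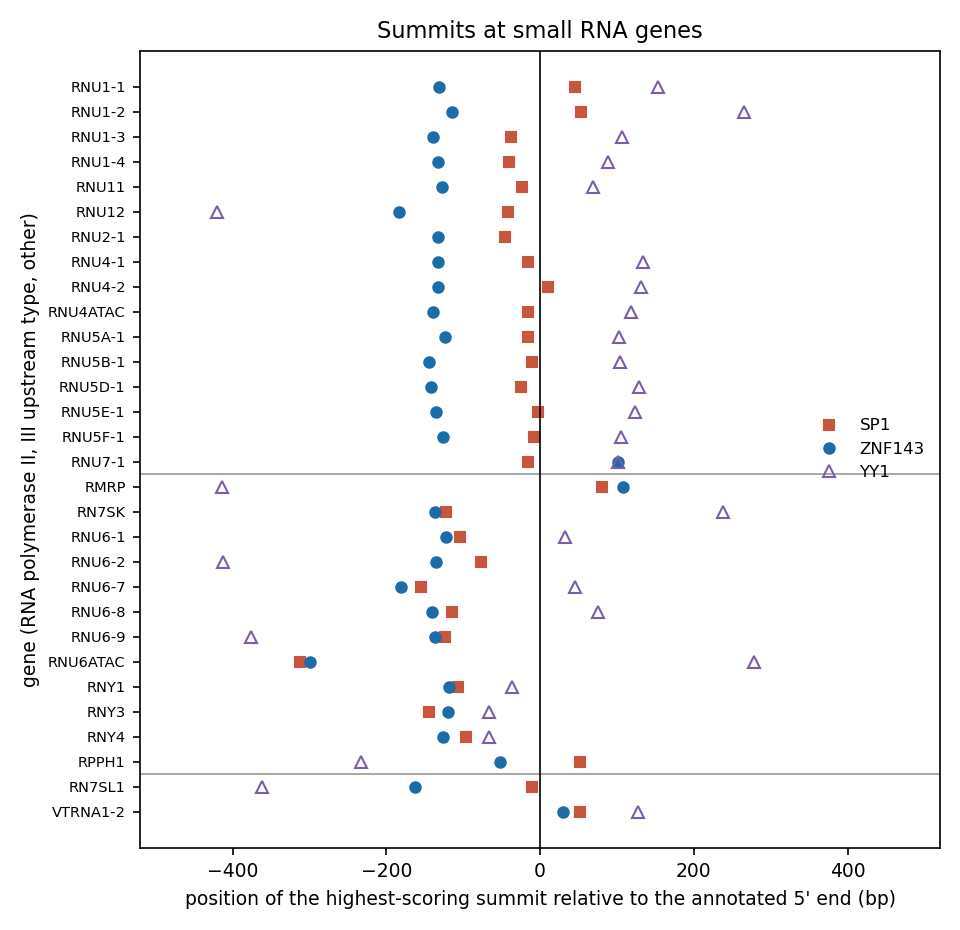
Position in bp of the highest-scoring ZNF143 (circles), SP1 (squares) and YY1 (triangles) summit relative to the annotated 5′ end of the 30 small RNA genes with a ZNF143 summit, grouped by grey lines into genes read by RNA polymerase II, genes read by RNA polymerase III from upstream promoters, and others. Most ZNF143 summits lie near −133 bp in both of the first groups, while the SP1 medians are −15.5 and −110.5 bp.

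Individual summits are given by position in hg38. The highest ZNF143 score on chromosomes 1 to 22 and X was 65042, at position 6852514 of chromosome 12, in an intron of USP5 (ENSG00000111667.14) 366 bp downstream of its 5′ end. The reference sequence from 6852494 to 6852534 is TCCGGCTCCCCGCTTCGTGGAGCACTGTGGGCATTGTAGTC. SP1 and YY1 summits lay 21 and 59 bp away. No exact ZNF143 consensus lay within 50 bp, but a copy with 1 mismatch did. The next score, 56725, was at position 4791591 of chromosome 19, in intergenic sequence at −143 bp from the 5′ end of FEM1A (ENSG00000141965.5), with a ZNF143 consensus within 50 bp and SP1, NRF1 and YY1 summits 23, 42 and 59 bp away. The reference from 4791571 to 4791611 is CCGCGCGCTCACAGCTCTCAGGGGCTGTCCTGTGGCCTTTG. The summit with the fifth score, 51047, was at position 50292518 of chromosome 3, in an untranslated region of IFRD2 (ENSG00000214706.12) 400 bp downstream of its 5′ end, with SP1, NRF1 and YY1 summits 7, 27 and 34 bp away. The reference from 50292498 to 50292538 is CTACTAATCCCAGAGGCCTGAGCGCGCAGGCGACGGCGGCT. No ZNF143 consensus, exact or with 1 mismatch, lay within 50 bp of the IFRD2 summit.

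Between FEM1A and IFRD2 in rank, scores of 54550.2 and 52585 were at positions 6371967 and 6369855 of chromosome 21. Together with position 6370857 (score 40713) they were also the 3 highest further than 10 kb from any protein-coding 5′ end. All 3 were intergenic, and the nearest protein-coding gene was TPTE, with the highest of them at −4149586 bp from its 5′ end. The 31 bp at each of the 3 summits occurred at 2 places in the assembly, the second on an unlocalised contig, where ZNF143 summits scored 45662, 49892 and 46132 within 9, 8 and 14 bp of the copies. From which copy the reads came was therefore not determined. SP1 summits lay 38, 82 and 49 bp from the 3 summits. The NRF1 and YY1 lists had no summit in this stretch, and their numbering skips 19 and 107 peaks just before their first summits on the chromosome. These skipped numbers may also belong to other contigs, which can be numbered just before a chromosome.

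At the factors' own genes, ZNF143 (chromosome 11, 9460319 to 9528524) had a ZNF143 summit 450 bp downstream of its 5′ end with a score of 4395, among the top 6.11% of the list. At NRF1 (chromosome 7, 129611720 to 129757082) a ZNF143 summit with a score of 9.77, ranked within the top 58.5%, lay at −75 bp. At YY1 (chromosome 14, 100238298 to 100282788) ZNF143 summits with scores of 6.42 and 12.2 lay at −214 and 413 bp. At SP1 (chromosome 12, 53380176 to 53416446) no ZNF143 summit lay within 500 bp. SP1, NRF1 and YY1 each had at least 1 summit within 500 bp of the 5′ end of all 4 genes.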

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

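The comparisons with shifted and random positions were chosen only after the first result of each test was seen; the other tests were chosen before.

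Signal outside the chromosomes used in the report was present in every list. Chromosome Y held 27 ZNF143, 94 SP1, 14 NRF1 and 80 YY1 summits. If these came from reads shared with other chromosomes, the 31 bp at most of them would also occur elsewhere in the assembly. This was so for 193 of the 215 summits (89.8%, Wilson 95% interval 85.0 to 93.1), against 34.7% (31.8 to 37.7) of 1000 random positions on chromosome Y. Positions shifted nearby gave 87.8% (82.7 to 91.5), so the neighbourhoods of the summits are shared as much as the summits themselves. Reads placed on chromosome Y from identical sequence on other chromosomes are a candidate explanation for most of these summits. For the remaining summits, no explanation was tested. No biological explanation was tested, since the lists give no value by treatment and no list of the mock samples was analysed here.

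The ZNF143 list alone held summits on the mitochondrial sequence, 28 of them, with scores from 4.83 to 50.2 and a median of 32.8. Their absence from the other lists says nothing about the other antibodies, because those lists were restricted to nuclear chromosomes after peak calling. Binding at the ZNF143 consensus would put the consensus at several of them. It lay within 50 bp of 1 of the 28 summits (3.57%, 0.633 to 17.7), and that interval contains the 7.46% seen at the other ZNF143 summits. Binding at the consensus and another origin, such as the many copies of mitochondrial DNA per cell, cannot be told apart, because 28 summits are too few. No biological explanation was tested beyond the consensus.

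The ZNF143 list also held 380 summits on contigs other than chromosomes 1 to 22, X, Y and the mitochondrial sequence. The 31 bp at 329 of them (86.6%, 82.8 to 89.6) also occurred on a main chromosome. Positions drawn at random over the same contigs gave 83.2% (79.0 to 86.8), and the intervals overlap. Reads shared with the main chromosomes and signal that belongs to the contigs cannot be told apart, because most of the sequence of these contigs is itself found on the main chromosomes. The other lists do not cover these contigs. No biological explanation was tested.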

How the results depend on the processing

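Alternatives chosen after seeing the data were leaving out the 44 regions skipped in the NRF1 or YY1 numbering, 1 gene per near-identical set of small RNA genes, the ZNF143 sequence found in the data, and shorter lists for the CTCF consensus. Across the 35 main results, 205 of 252 recomputations kept their direction and side of the threshold, or stayed within the interval of a value with no test; 39 moved, 5 reversed and 3 no longer passed the threshold. A further 16 results, the consensus of a factor at another factor's summits and the share of occupied copies, kept theirs in 106 of 140; 19 reversed, 9 passed the threshold only under the alternative, 4 no longer passed it and 2 moved. Settings that cannot alter a result, such as the shifts for an odds ratio that uses none, are not counted. Unless a cause is given, the cause was not tested.

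No paired analysis was possible because the lists give no value per sample. For the same reason leaving out each replicate, a replicate block and the comparison of treated with untreated cells could not be run, and treated and untreated signal tracks were not analysed here. Depth per sample is unknown, so how far depth sets the length of each list was not tested.

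The ratios of co-occurrence with ZNF143 (25.5 for SP1, 39.2 for NRF1, 29.3 for YY1) moved in size and stayed above 15 in every alternative. In that order they were 35.0, 43.8 and 38.6 within 50 bp, 15.1, 30.2 and 17.5 within 250 bp, 57.3, 75.7 and 61.3 in the top 50% by score, 102, 66.5 and 110.02 with equal lists, and 35.97, 49.7 and 38.5 with shifts of 50 to 500 kb. Without the skipped regions SP1 gave 26.8. A wider distance raises the shifted share by construction.

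The ratios of promoter location to shifted summits, in the order ZNF143, SP1, NRF1 and YY1 (25.1, 10.1, 19.9 and 12.5), were 37.6, 15.5, 27.6 and 16.8 with 250 bp, 15.5, 7.57, 14.1 and 8.96 with 1000 bp, and 26.7, 16.8, 27.5 and 20.6 in the top 50% by score. They were 12.9, 5.07, 10.1 and 6.24 with the 5′ ends of all annotated genes and 28.5, 10.8, 22.5 and 13.5 with shifts of 50 to 500 kb. With equal lists SP1, NRF1 and YY1 gave 29.1, 29.6 and 34.7.

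The comparison of promoter location between lists depended on which summits were kept. Equal lists keep the top-scoring summits, so score and list length change together there and their effects were not separated. The odds ratio of ZNF143 against NRF1 was 1.63 with all summits, 0.929 in the top 50% and 0.673 with equal lists, and against YY1 it was 3.96 and, with equal lists, 0.757. Against SP1 it stayed above 1 in all 7 alternatives, at 1.08 with equal lists.

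The 6 odds ratios of promoter co-occupancy kept their direction and passed the threshold in all 8 alternatives each, from 6.61 to 425.6. So did the occupied copies, from 10.4 to 24.6, the small RNA genes, from 7.26 to 63.1, and the 4 correlations of score with consensus, from 0.0647 to 0.544. Each factor's own consensus passed in every alternative, with ratios from 1.304 for SP1 with 1 mismatch.

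The CTCF consensus at ZNF143 summits gave a ratio of 1.67 among summits within 500 bp of a 5′ end and no longer passed. The difference of median ZNF143 score was −1.49 for SP1 and −2.20 for YY1 when summits within 250 bp counted as shared, both reversed. For YY1 it was 0.788 with other contigs included and 0.0163 without the skipped regions, neither past the threshold.

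Of a factor's consensus at another list's summits, the following reversed. With 1 mismatch the ZNF143 consensus gave 0.929 at SP1 and 0.864 at NRF1 summits, the YY1 consensus 0.837 and 0.867, and at YY1 summits the SP1 and NRF1 consensus gave 1.18 and 1.46; all of these passed the threshold in the new direction. With flanks 1000 bp away the ZNF143 consensus gave 0.892, 0.983 and 0.988 at SP1, NRF1 and YY1 summits, none past it, and the SP1 and NRF1 consensus 1.50 and 1.65 at YY1 summits, both past it. At summits further than 500 bp from a 5′ end the ZNF143 consensus gave 0.918, 0.916 and 0.984, and the YY1 consensus 0.914 at SP1 and 0.869 at NRF1 summits; only 0.918, at SP1 summits, passed. Within 100 bp of YY1 summits the SP1 and NRF1 consensus gave 1.08 and 1.15, and near 5′ ends the NRF1 consensus gave 1.01; of these only 1.08 passed.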

Other observations

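The tests on the CTCF consensus, on the 2 classes of small RNA genes and on chromosome 8 were chosen only after the result was seen, as were the values by promoter location and by decile given beside pooled odds ratios and the sequence found at ZNF143 summits. No biological explanation was tested for any pattern here, since no list gives values by treatment.

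The CTCF consensus was at 2.59% (95% interval 2.49 to 2.70) of the YY1 summits further than 500 bp from a protein-coding 5′ end, at 1.22% (1.16 to 1.29) of such SP1 summits, 0.878% (0.776 to 0.993) of NRF1 summits and 0.669% (0.527 to 0.848) of ZNF143 summits. Local base composition would give the flanks the same share, and the share at YY1 summits was 39.2 times that in the flanks. Open sites recovered alike by any antibody would give the lists the same share, and the odds of the consensus were 3.96 times (3.10 to 5.05) higher at distal YY1 than at distal ZNF143 summits. The YY1 list is longer, and with equal list lengths this odds ratio was 2.23 (1.66 to 2.99), in the top 50% of each list 6.21 (4.34 to 8.87). Among distal YY1 summits, the odds of the consensus were 1.73 times (1.59 to 1.89) higher at those coinciding with a summit of another list. The same ratio among distal SP1 summits was 6.88 (5.97 to 7.94). Sites open enough to be recovered by several antibodies, to differing extents, may contribute to the pattern; binding of YY1 or SP1 beside CTCF was not tested.

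The NRF1 consensus was concentrated in the highest decile of the NRF1 list. Had the consensus been too strict for weaker sites, allowing 1 mismatch would raise the other 9 deciles towards the highest. Without mismatches the ratio to the flanks was 9.02 in the other 9 deciles and 99.9 in the highest, and with 1 mismatch it was 4.49 and 19.7. The shares were 0.576% and 49.7% without mismatches, and 8.61% (8.32 to 8.91) and 84.9% (83.8 to 86.0) with 1. The contrast thus shrank with the looser form and remained, so strictness may account for part of it and not for the whole.

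The ZNF143 consensus was less frequent at ZNF143 summits that coincided with SP1, at 5.24% (4.79 to 5.73) of 8700 against 10.0% (9.39 to 10.7) of 7465, an odds ratio of 0.495 (0.439 to 0.559). The odds ratio was 0.392 for NRF1 and 0.467 for YY1. Promoter location was not the whole cause, since the odds ratio pooled over promoter and other summits was 0.530 (0.469 to 0.599). That pooled value joins strata that differ: within promoters it was 1.38 (1.06 to 1.80), in the opposite direction, and at other summits 0.396 (0.342 to 0.459). The score was not the whole cause either, with 0.367 (0.322 to 0.418) pooled over deciles of score, although the 2 highest deciles showed no difference (1.09 and 0.957, both intervals spanning 1). Leaving out the regions skipped in the NRF1 and YY1 numbering gave 0.507 (0.449 to 0.572). The deficit was thus absent within promoters and in the 2 highest deciles of score, and location and score were not varied together. Indirect recovery of ZNF143 at sites of other factors is a hypothesis that was not tested.

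The word search at the highest-scoring decile of ZNF143 summits ranked words on odd-numbered chromosomes by the excess over the flanks, scaled by the square root of the flank count plus a constant. GAACTACA ranked highest, at 14.8% of 1009 summits, although AATGTAGT (15.1%) and ATTTCCCA (15.3%) had higher shares there. On even-numbered chromosomes GAACTACA was at 12.3% (9.96 to 15.2) of 608, against 0.0822% of flanks. The sequence ACTACANNTCCCA, built from such words, was at 9.09% (8.42 to 9.81) of the 6511 ZNF143 summits on even-numbered chromosomes. This was 394.7 times the flanks, a ratio that rests on a flank share of only 0.0230%. In the highest decile on these chromosomes the sequence was at 36.5% (32.8 to 40.4). The consensus fixed in advance was at 8.06% (7.43 to 8.75) of the same summits, 18.1 times the flanks. The words were seen on all chromosomes before ACTACANNTCCCA was written, so the even-numbered chromosomes are not an independent test. A longer form of the ZNF143 consensus, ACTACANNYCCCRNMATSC, was also searched, and ACTACANNTCCCA matches its first 13 bases. The found sequence is therefore not distinct from that longer form. Over all chromosomes analysed, the longer form was at 1.14% (0.992 to 1.32) of 16165 ZNF143 summits. This was 370 times the flanks, again with a very low flank share (0.00309%).

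Most ZNF143 summits at small RNA genes lay at a similar distance upstream, with an interquartile range of 16.5 bp over 30 genes, though the full range was −299 to 108 bp. Named after their values were seen, RMRP (108 bp), RNU7-1 (102 bp) and VTRNA1-2 (30 bp) had theirs downstream of the 5′ end, RPPH1 (−52 bp) closer to it than most, and RNU6ATAC (−299 bp), RNU12 (−184 bp), RNU6-7 (−181 bp) and RN7SL1 (−163 bp) further upstream. If this were the geometry of all promoters, protein-coding genes would show a similar range, and theirs was 219 bp (permutation p = 1e-05, the smallest that 100000 resamples can give). Each gene had 1 annotated 5′ end, and one that differs from the start in use would widen the protein-coding range. A common geometry is therefore not excluded. Near-identical copies did not produce the narrow range, since with 1 gene per set the range over 27 genes was again 16.5 bp. A shared promoter architecture of most of these genes may be behind it, as a hypothesis found and tested on the same data.

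At the same genes the SP1 summits differed by class. Their median was −15.5 bp at 16 genes read by RNA polymerase II and −110.5 bp at 12 genes read by RNA polymerase III from upstream promoters, classes assigned from general knowledge of these genes, a difference of −95 bp (permutation test, p = 0.00039, adjusted over the 4 lists 0.00156). RMRP and RPPH1, in the latter class, went against it, at 80 and 52 bp. YY1 differed by −158.5 bp (permutation test, adjusted p = 0.00698, n = 12 and 15). Its offsets were widely spread at the polymerase III genes, with quartiles of −268.75 and 52.75 bp and a range of −414 to 278 bp. At the polymerase II genes the YY1 quartiles were 102 and 130.5 bp, with a range of −420 to 265 bp. NRF1 (45 bp, permutation test, adjusted p = 0.693, n = 11 and 15) did not pass. If 5′ ends were annotated differently in the classes, ZNF143 would shift as well, and its medians differed by 2.5 bp (permutation test, p = 0.524, n = 12 and 16). SP1 signal close to ZNF143 at the polymerase III genes may reflect binding by SP1 itself or recovery together with ZNF143, which was not tested.

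The 1-Mb bin with the most SP1 and YY1 summits was at 37000000 to 37999999 of chromosome 8, with 369 SP1 and 290 YY1 summits. It was chosen for holding the most. Its count was 11 times the median bin for ZNF143, 10.5 for SP1, 10.0 for YY1 and 6.13 for NRF1, so the highest of these folds was 1.80 times the lowest. The bin held 0.204% of the ZNF143, 0.292% of the SP1, 0.272% of the YY1 and 0.125% of the NRF1 list. A chi-square test of equal shares in the 4 lists, which is not an exact test, gave p = 9.70e-08. Choosing the bin by its SP1 and YY1 counts raises their shares by itself, so this test cannot decide whether the lists differ. A higher copy number of this region and a difference in binding cannot be told apart, because the number of summits past a cutoff need not rise in proportion to copy number and the lists give no coverage.

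The very high ZNF143 scores on chromosome 21 lay in a stretch from 6369355 to 6374537 with 6 ZNF143 summits and no annotated gene. If the sequence gave high signal with any antibody, SP1 would score highly there, and the 7 SP1 summits of the stretch reached 2453, which only 0.414% of the SP1 list equals or exceeds. This is in line with a technical origin, such as a sequence present in more copies in the cells than in the assembly. The summit at 6370857 has the sequence ACTACANNTCCCA within 50 bp, and the summits at 6371967 and 6369855 have neither it nor the exact consensus. With 1 mismatch allowed, the consensus lay within 50 bp of each of these summits. The SP1 value does not exclude binding of ZNF143 in the stretch. The NRF1 and YY1 lists have no summit in the stretch. Their numbering skips 19 and 107 peaks just before their first summits on this chromosome, at 8758981 and 8696110. Peaks in the stretch could thus have been removed, but the skipped numbers may instead belong to other contigs, and which is the case was not determined. Binding by ZNF143 and SP1 together was not tested, and no list of the mock samples was analysed here.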
